A study of Rattus norvegicus with 218 samples. Its data were reported in "Input-output signal processing plasticity of vagal motor neurons in response to cardiac ischemic injury" (2021).

How the data were processed

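The deposited table holds raw threshold cycles (Ct) of 168 assays in 218 columns, as exported by the authors from a microfluidic RT-qPCR instrument; assays below the limit of detection have no value. Per the labels, neurons were taken by laser capture from left and right DMV of naive, sham and RIPC animals, and complementary DNA was preamplified before the assays. No normalization had been applied to the deposited values, which ranged from 4.94 to 27.0 cycles. Which of the chips a sample was run on is not given in the sources used here, so chip could not be tested as a batch. Groups, animals, sides and numbers of cells came from the labels. Gene symbols were kept as deposited; all 165 matched RefSeq's rat gene table (GRCr8) when case was ignored, 160 of them exactly, and no coordinates were used.

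Duplicate assays of Htr1a, Ptgs1 and Ptgs2 were averaged. Second runs of 5 samples were averaged with the first, and a gene counted as detected if either run had a value. Ct was centred on the median of the 35 genes detected in most samples and its sign turned. The design, fixed before the data were examined, required at least 50% of the assays per sample. On the deposited table that kept 84 columns, while 25% kept 190, the total that the study's methods give. The design was kept and the 25% limit was added as an alternative after the data had been seen.

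For the treatment contrasts each animal gave 1 value per gene from its pools: the share of pools with a value, as an arcsine square root with Anscombe offsets, and the mean level over at least 2 detected pools. Genes detected in 10% to 95% of pools were tested by share; genes with a level in at least 2 animals per group were tested by level. The offsets pull a share that rests on few pools towards the middle, so animals with all pools positive differ on this scale if their numbers of pools differ, and for some genes with 1 or 2 pools in an animal the sign differs from that of the plain share. Exact tests of shares were therefore run on both scales, and those on the plain scale were added after the data had been seen. The limma fit on the plain share was among the alternatives set beforehand. A model with 3 groups was fitted over animals with limma 3.58.1 in R 4.3.3, two-sided, with gene variances moderated and Benjamini-Hochberg adjustment. Where a gene lacked a value in some animals, the fit used the others. Named genes were also tested by exact permutation over animals, two-sided, as were clusters and Th. Sides were compared on left minus right differences within animals, over single neurons and pools together. Clusters came from 5 bins per gene, 1 minus Pearson correlation and average linkage; animal shares were compared by exact permutation, and cluster against animal by 100000 permutations.

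The named genes were those the study's text singled out for treatment effects and neuron types, and for each contrast the gene with the smallest p where none passed. Alternatives covered sample type, sample and gene filters, centring, weights, treatment of undetected values, the scale of the share, the unit of the test, leaving out each animal, and the animal number as a block. The result of 1 gene called in an alternative is not reported here. The sample with a title that begins like those of another animal was a single neuron and entered no pool contrast.

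The fits were tested on simulated data with the real numbers of animals and genes, for RIPC against sham. With no change, 3 of 50 simulated sets of 97 genes gave any call by share, and 3 of 50 sets of 68 genes by level. With 10 genes changed, 35.6% were recovered at a change of 0.5 on the transformed share scale and 95.8% at 1. For level, 55% were recovered at 2 cycles and 94.6% at 4 cycles. Simulated shares were normal values without bounds, and numbers of pools were not simulated. In animals with few pools the offsets keep even the largest possible change below 1. For Cacna1g, 16.9% of naive and 94.4% of RIPC pools differed by 0.604 on this scale. The recovery at 1 therefore gives no measure of power by share. Depth per sample is the number of assays with a value.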

Results

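Transcript levels were measured in neurons of the rat dorsal motor nucleus of the vagus (DMV), the brainstem nucleus that holds vagal motor neurons. Cells stained for the neuronal marker NeuN were collected by laser capture, singly or in small pools, and a panel of 168 assays for 165 genes was run on each sample by multiplex microfluidic RT-qPCR. The value of an assay is its threshold cycle (Ct), which is lower where more transcript was present, and an assay without a Ct was below the limit of detection. Animals were naive, had sham surgery, or had remote ischemic preconditioning (RIPC), in which the femoral vessels of both legs were tied off for minutes and then released. The question was whether RIPC changes the transcriptional state of DMV neurons relative to naive and sham animals, and whether left and right DMV respond alike.

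The data held 218 columns from 10 animals: 95 columns from 3 naive animals, 70 from 4 sham animals and 53 from 3 RIPC animals. After repeat runs of 5 samples were averaged, 213 samples remained, of which 115 were single neurons and 98 were pools. With cells that were run again counted once, the samples held 175 naive, 225 sham and 120 RIPC cells. Samples were spread unevenly over animals. Naive replicate 3 gave 71 of the 92 naive samples, and naive replicate 1 gave 4. Single neurons made up 70.7% of the naive samples, 31.4% of the sham samples and 54.9% of the RIPC samples, so sample type and treatment were partly confounded. Gene-wise treatment contrasts were made on pools, while sides, clusters and Th in samples with Fos were examined over single neurons and pools together.

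The number of assays with a value bears on the precision of each sample and on whether a given gene is detected in it. It ranged from 0 to 149 with a median of 74. Shares of detected pools were not adjusted for it. The median was 67 in single neurons and 92.5 in pools. Of all assay values, 56.1% were below detection. Among RIPC animals the mean number of detected assays per pool was 52.2 in replicate 1, 99.4 in replicate 2 and 75.3 in replicate 3. A sample entered the comparisons if at least 50% of the assays had a value, which left 85 samples: 34 naive, 36 sham and 15 RIPC. Of these, 63 were pools. Naive replicate 1 and RIPC replicate 1 kept 1 pool each. Values are also given at a limit of 25% of the assays, chosen after the data had been seen because it keeps as many columns as the study's methods state. That limit left 186 samples (81 naive, 62 sham, 43 RIPC), 88 of them pools.

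**Figure D1:**
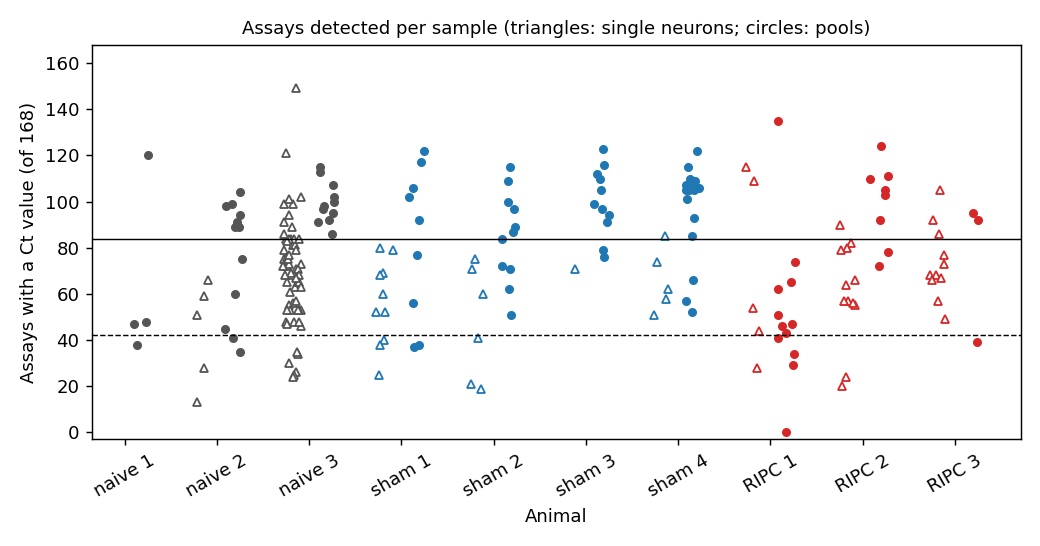
Number of assays with a Ct value, of 168, in each sample of the 10 animals; open triangles are single neurons, filled circles are pools, the solid line is the 50% limit (84 assays) and the dashed line the 25% limit (42 assays). Pools of RIPC replicate 1 lie mostly below the solid line, and all 11 pools of naive replicate 3 lie above it.

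The spread between runs was taken from samples run again, with the limit that in 3 of the 5 pairs the second run was no closer to the first than many other columns were, so the spread there is not shown to be the error of a measurement. In the 5 single neurons with a second run, the SD of the difference in Ct between runs over the assays detected in both was 3.92, 1.14, 1.88, 2.62 and 1.42 cycles. The same call of detected or not detected was made for 60.1% to 73.8% of the assays, against 49.8% to 63.6% for independent calls at the same rates. Duplicate assays of 1 gene within a run were closer: the SD of the difference was 0.138 cycles for Htr1a (157 samples) and 0.10 cycles for Ptgs1 (34 samples). For Ptgs2 it was 2.49 cycles, over 5 samples.

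**Figure D2:**
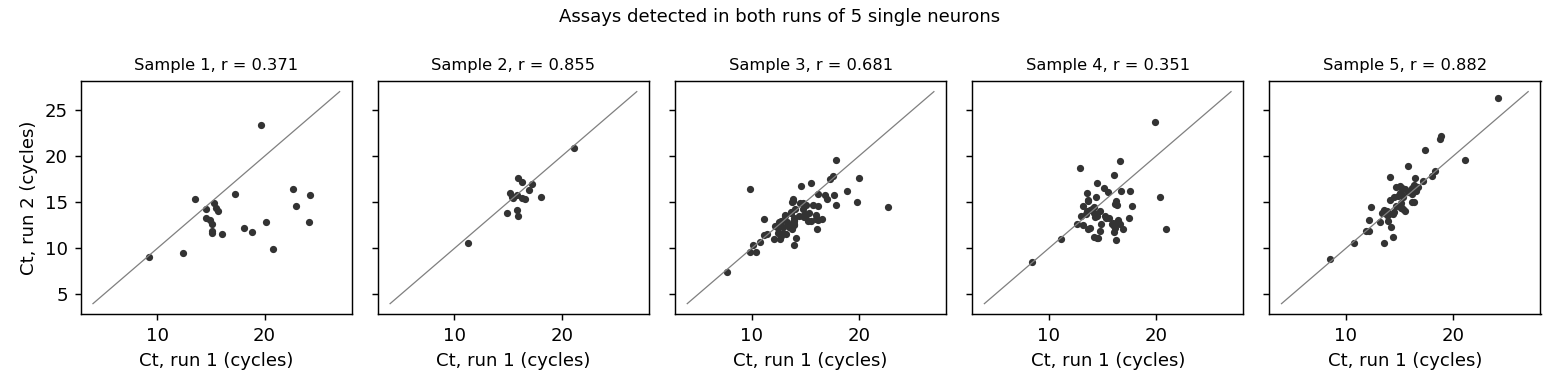
Ct of the second run against Ct of the first run, both in cycles, for the assays detected in both runs of 5 single neurons; each point is an assay and the grey line marks equality. Pearson's r across assays was 0.371, 0.855, 0.681, 0.351 and 0.882 from left to right, and assays are not independent replicates.

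The homeostatic state was described from the single neurons of naive replicate 3, the only naive animal with single neurons that passed at 50%. The limits given are Wilson 95% intervals, which cover counting error within this animal only. At the 50% limit, Camk2a had a value in 15 of 15 neurons (79.6% to 100%) and Chat, the gene of the enzyme of acetylcholine synthesis, in 12 of 15 (54.8% to 93%). Gad1 or Gad2, the genes of the enzymes of GABA synthesis, had a value in 8 of 15 neurons (30.1% to 75.2%), and 5 of 15 had Chat together with Gad1 or Gad2 (15.2% to 58.3%). These 15 neurons include 3 with a second run, in which a gene counted if either run had a value. With first runs alone, an alternative chosen after the data had been seen, 13 neurons passed and 3 of them had Chat together with Gad1 or Gad2. Th, the gene of an enzyme of catecholamine synthesis, was detected in 9 of 15 (35.7% to 80.2%) and the activity marker Fos in 6 of 15 (19.8% to 64.3%). At the 25% limit the shares over 54 neurons were 96.3% for Camk2a, 68.5% for Chat and 40.7% for Gad1 or Gad2. They were 14.8% for Chat with Gad1 or Gad2, 53.7% for Th and 13% for Fos. Gfap, a gene typical of astrocytes, had a value in 14 of the 15 neurons at the 50% limit. Its source was not tested, so material from outside the captured neuron is not excluded for these shares.

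The share of pools in which a gene was detected was compared between treatments with the animal as the replicate, and group values are means of animal shares. Of 97 genes tested with limma on animal shares, 0 passed an adjusted p of 0.05 for sham against naive, 0 for RIPC against naive and 0 for RIPC against sham. At an unadjusted p of 0.05, 2, 3 and 1 genes passed, where 4.85 would by chance. Fisher's exact test over pools called 0 genes in each contrast after Benjamini-Hochberg adjustment, and 10, 4 and 1 genes at an unadjusted p of 0.05. In 3 alternatives limma called 1 gene for RIPC against naive, Cacna1g, and the smallest adjusted p was 0.0185, with the plain share in place of the transformed share.

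Cacna1g, a T-type calcium channel gene, had the smallest p for both contrasts with naive animals. It was detected in 16.9% ± 18.3 (SD, n = 3) of naive pools, 71.4% ± 13.9 (SD, n = 4) of sham pools and 94.4% ± 9.62 (SD, n = 3) of RIPC pools. Every sham and RIPC animal lay above every naive animal. The adjusted p in limma was 0.447 for sham against naive and 0.0852 for RIPC against naive. The exact two-sided permutation p over animals was 0.0286 for sham against naive and 0.1 for RIPC against naive, each the smallest that the design allows, on the transformed and on the plain share. At the 25% limit the shares were 26.6% ± 14.4, 62.9% ± 7.59 and 75% ± 25 in the same groups, and limma's adjusted p was 0.967 and 0.994. Every sham and RIPC animal again lay above every naive animal, with exact permutation p of 0.0286 and 0.1. The 2 contrasts share the naive animals and are not independent.

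Hrh1, the histamine H1 receptor gene, had the smallest p for RIPC against sham. It was detected in 72.2% ± 25.5 (SD, n = 3) of RIPC pools, 26.1% ± 18 (SD, n = 4) of sham pools and 47.2% ± 46.2 (SD, n = 3) of naive pools. The difference from sham had an adjusted p of 0.966 in limma and an exact two-sided permutation p of 0.0286 on either scale, the smallest possible, unadjusted for the 97 genes from which it was picked. The RIPC value rests on 1, 6 and 2 pools per animal. At the 25% limit the shares were 58.3% ± 14.4, 28.6% ± 14.5 and 23.5% ± 12.1, with an adjusted p of 0.989 in limma and an exact two-sided permutation p of 0.0571, and every RIPC animal again lay above every sham animal. In single neurons at the 25% limit the difference from sham was -6.43 percentage points, the opposite direction. Of 55 Hrh1 values in all samples, 69.1% had a Ct above 20, against 5.07% of all values.

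Of the 9 genes fixed beforehand from the study's text for treatment effects, limma tested 7 by share at the 50% limit and 0 passed. Gabra2 and Adra1a were outside the range of detection that was tested. Hrh3 was detected in 76.6% ± 21.7 of naive, 96.4% ± 7.14 of sham and 83.3% ± 28.9 of RIPC pools, and Chrna4 in 52% ± 41.6, 67.4% ± 5.41 and 83.3% ± 28.9 (SD, n = 3, 4 and 3 animals). With the 25% limit Hrh3 was detected in 48.7% ± 21.1, 78.7% ± 14.2 and 50% ± 25 and Chrna4 in 26.9% ± 6.68, 57.2% ± 12.3 and 50% ± 45.1 of the same groups' pools. For Hrh3 at that limit the exact two-sided permutation p was 0.114 for sham against naive and 0.143 for RIPC against sham, and limma's adjusted p was 0.967 and 0.989. For Chrna4 every sham animal lay above every naive animal at the 25% limit, with an exact two-sided permutation p of 0.0571, where 0.0286 is the smallest possible, and an adjusted p of 0.967 in limma. Gabra2, Npr2 and Fstl1 had a value in every RIPC pool at the 50% limit. Their RIPC shares at the 25% limit were 75% ± 43.3, 66.7% ± 47.3 and 62.5% ± 45.1, below the sham shares of 92.5% ± 9.03, 75.6% ± 18.8 and 75.8% ± 19.4. RIPC replicate 1 had 25%, 12.5% and 12.5% there, and the other RIPC animals had 75% to 100%. The lower RIPC means at the 25% limit thus rest on RIPC replicate 1, whose pools had few assays detected. Shares were not adjusted for that number, so few detected assays and treatment cannot be told apart there. With the lower means the direction of the plain share against sham turned with the limit for Npr2 and Fstl1. On the transformed scale that limma tested, both were lower than sham at each limit (-0.0185 and -0.142 for Npr2, -0.04 and -0.194 for Fstl1). Chrna4 turned on both scales (16 and -7.24 percentage points). Its shares at the 25% limit were 12.5%, 37.5% and 100% in RIPC replicates 1, 2 and 3. Adra1a was lower in RIPC than in sham pools at both limits (83.3% ± 28.9 against 100%, and 50% ± 37.5 against 84.6% ± 14.6). Adjusted over the list alone, 0 genes passed in any of the 3 contrasts at the 50% limit, with smallest adjusted p of 0.399, 0.48 and 0.212 in limma. The list was chosen by the study on these samples, so this count is not independent evidence.

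**Figure D3:**
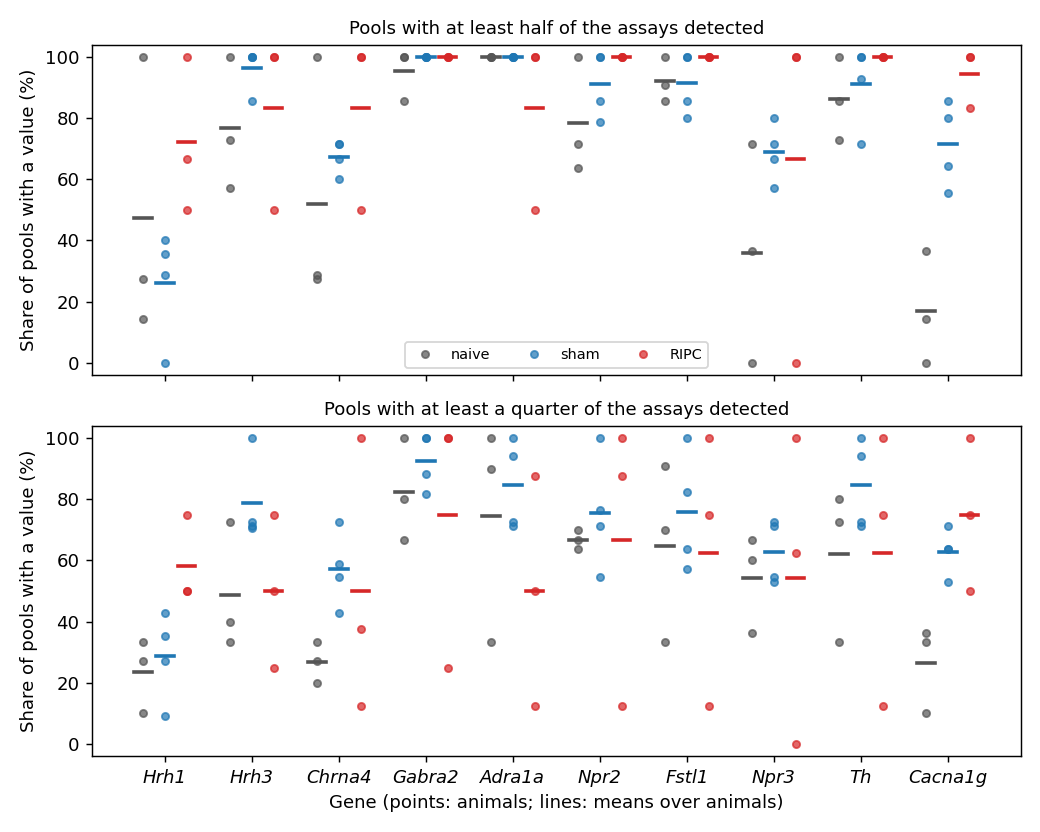
Share of pools with a value (%) for 10 genes at the 50% limit (top) and the 25% limit (bottom); points are animals (3 naive, 4 sham, 3 RIPC) and horizontal lines are means over animals. Npr3 ranges from 0% to 100% among RIPC animals in both panels, while Gabra2, Npr2, Fstl1 and Th are at 100% in all 3 RIPC animals at the 50% limit and not at the 25% limit.

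Levels were compared where a gene was detected, as Ct relative to the median of the 35 most detected genes with the sign turned, so that 1 unit is 1 cycle and higher is more transcript. An animal mean needed 2 detected pools, which left naive replicate 1 and RIPC replicate 1 out, so that each of these arms rested on 2 animals. Of 68 genes, limma called 0 at an adjusted p of 0.05 in each of the 3 contrasts, and 0, 3 and 1 genes at an unadjusted p of 0.05, where 3.4 would by chance. The smallest adjusted p was 0.999, 0.738 and 0.986. Adjusted over the list alone, 0 of 5 listed genes passed in each contrast. The genes with the smallest p were Cebpd for sham against naive (-1.27 ± 0.60 cycles, SE), Creb1 for RIPC against naive (-1.99 ± 0.777 cycles, SE) and Agt for RIPC against sham (-1.49 ± 0.648 cycles, SE). The RIPC values rest on 2 animals that differed: the Creb1 difference was -3.39 cycles without RIPC replicate 2 and -0.594 without RIPC replicate 3, and the Agt difference was -0.795 and -2.18 cycles. The methods' t-test over pools was run on more genes, 139, 133 and 136, so the 3.4 above does not apply to it. At the study's threshold and without adjustment it called 13, 19 and 10 genes. After Benjamini-Hochberg it called 0, 1 and 0. Without RIPC replicate 2, limma called 2 genes in each RIPC contrast, with 1 RIPC animal left, which the fit assumes to vary like the others.

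Npr3, a natriuretic peptide receptor gene, had no level in enough RIPC animals for a test at the 50% limit. At the 25% limit its level was -3.79 ± 0.637 (SD, n = 2) in RIPC, -6.84 ± 0.758 (SD, n = 4) in sham and -6.53 ± 1.23 (SD, n = 3) in naive animals. The difference of 3.04 cycles from sham had an adjusted p of 0.206 over all 99 genes in limma and 0.0146 adjusted over the list alone; that from naive, 2.74 cycles, had 0.456 and 0.0414. The list was chosen by the study on these samples, so the values over it are not independent evidence, and the exact two-sided permutation p was 0.0667 against sham and 0.2 against naive, where 0.0667 and 0.1 are the smallest possible. RIPC replicate 3 had no Npr3 value in its 2 pools. In pools at the 50% limit, with 1 RIPC animal, the Npr3 difference was 3.55 cycles from sham and 2.42 cycles from naive. With single neurons and pools together at the 50% limit the Npr3 difference between RIPC and sham was -0.139 cycles.

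Left and right DMV were compared within 7 animals that had at least 2 samples on each side. Limma on paired differences called 0 of 117 genes by share and 0 of 76 genes by level, with 7 and 1 genes at an unadjusted p of 0.05. Lepr had the smallest p by share: it was detected in 73.5% ± 19.1 of left and 33.3% ± 25.5 of right samples (SD, n = 7), higher on the left in 7 of 7 animals, with an adjusted p of 0.124 in limma and an exact two-sided sign-flip permutation p of 0.0156, the smallest possible with 7 animals. Hrh4 had the smallest p by level, at -1.88 ± 0.563 on the left and -1.10 ± 0.659 on the right (SD, n = 7), higher on the right in 7 of 7 animals, with an adjusted p of 0.25 in limma. With 9 animals at the 25% limit, neither was the leading gene and limma called 0 genes. On the transformed scale the Lepr difference, left minus right, went from 0.385 to 0.0817 (limma's adjusted p 0.968 at the 25% limit). The Hrh4 difference in level went from -0.777 to -0.37 cycles (limma's adjusted p 0.945 at the 25% limit). A difference in level between sides that depends on treatment was not detected for any of 54 genes (limma's moderated F test, 0 past an adjusted p of 0.05, 3 at an unadjusted p of 0.05). Weighting animals by their number of samples called 2 genes by share, Lepr and Hcrtr1.

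Samples were grouped by hierarchical clustering of binned values into 6 clusters, which held 42, 27, 7, 6, 2 and 1 of the 85 samples. Of the 18 comparisons of a cluster's share between treatments, 0 passed an adjusted p of 0.05 in exact permutation tests over animals, and all 18 adjusted values were 1. This count is fixed by the design for any single cluster, since the smallest exact p of 0.0286 passes after adjustment only if 11 of the 18 tests reach it. Before adjustment 0 of the exact tests and 0 of Fisher's exact tests over samples had a p under 0.05, and the smallest p of the latter was 0.0795. Cluster 2 held 38.5% ± 8.1 (SD, n = 4) of a sham animal's samples and 17.8% ± 16.8 (SD, n = 3) of a RIPC animal's, with an exact permutation p of 0.0857 before adjustment. The tests of RIPC against naive cannot reach a p below 0.1. Whether samples of 1 animal fell into the same clusters within a treatment was tested by permutation within treatment and sample type, with p of 0.0707 over all animals. Within single treatments the permutation p, unadjusted, was 0.176 for naive, 0.0263 for sham and 0.292 for RIPC, and at the 25% limit 0.137, 0.0582 and 0.00114. With Ward linkage the permutation p was 0.0106, and at the 25% limit over all animals it was 0.0105. The clusters at the 25% limit differed in depth, with a median of 89 detected genes in cluster 1 and 64 in cluster 2. That cluster 2 held 75%, 11.1% and 30.8% of the samples of RIPC replicates 1, 2 and 3. Animal and number of detected genes thus cannot be told apart for the RIPC value there.

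Th was examined in samples in which Fos was detected. At the 50% limit naive replicate 3 was the only naive animal with at least 2 such samples. Its Th level was -1.90, against 0.717 ± 1.51 (SD, n = 7) in sham and RIPC animals, and the exact permutation p was 0.25, where 0.125 is the smallest possible. Sample type differed between the groups: 6 of the 9 samples of naive replicate 3 and 5 of the 8 RIPC samples were single neurons, against 1 of the 16 sham samples. In pools alone the difference was 2.47 cycles (exact permutation p 0.333, where 0.167 is the smallest possible), with 1 pool behind the naive value. The sham animals had a mean of 1.58 ± 1.27 (SD, n = 4) and the RIPC animals of -0.44 ± 0.978 (SD, n = 3), a difference that cannot be separated from sample type. The RIPC samples with a Th value had a mean level of 1.22 ± 1.56 (SD) in 3 pools and -1.72 ± 0.511 (SD) in 4 single neurons, and the sham samples 1.82 ± 2.18 (SD) in 14 pools. The naive samples had -2.06 ± 2.52 (SD) in 5 single neurons, a mean that differs from that of the RIPC single neurons by less than its SD, and -1.13 ± 0.0539 (SD) in 2 pools. Over the 21 surgery and 7 naive samples with a Th value the level differed by 2.85 cycles, with a two-sided permutation p of 0.00758 that treats samples of an animal as independent and does not adjust for sample type. Th was detected in 88.8% ± 14.5 (SD, n = 7) of the surgery animals' samples and 66.7% of those of naive replicate 3 (exact permutation p 0.25). In pools alone at the 50% limit the share was 95% ± 11.2 (SD, n = 5) in surgery animals and 33.3% in naive replicate 3, which had 3 such pools. At the 25% limit, with 2 naive animals and single neurons and pools again together, the level differed by 2.29 cycles (exact permutation p 0.167) and the share by 30.2 percentage points (exact permutation p 0.0278, the smallest possible).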

Values the study reported

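The study reported a naive dataset from 178 neurons with 169 genes assayed in each sample, and 6 transcriptional phenotypes from hierarchical clustering.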

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

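The tests in this part were chosen after the values had been seen, except the tests of yield for Cckar and of centring for Th, which were set before they were run. In 64 groups of 4 to 9 animals, 7 had an animal that stood apart from the rest by Dixon's ratio. A rate of 1 in 20 would give about 3.2, but that rate assumes continuous values, and shares can be tied. Where all other animals are at 100%, any lower share gives a ratio of 1. This was so for Agt (85.7%), Creb1 (88.2%) and the lower of the flagged Hrh3 shares (85.7%). The 7 therefore cannot be compared with the 3.2, and no excess of outlying animals is shown. No biological explanation was tested, because the labels give nothing that sets 1 sham animal apart from another.

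In 4 cases an animal's share of pools stood apart by few pools, and counting alone may account for them. Hrh3 was detected in 85.7% of the pools of sham replicate 4 and 100% in the other sham animals (Fisher's exact p 0.153), and Agt in 85.7% of the pools of sham replicate 2 (Fisher's exact p 0.2). Hrh3 was detected at the 25% limit in 100% of the pools of sham replicate 3 against 70.6% to 72.7% in the others (Fisher's exact p 0.0883), and Creb1 in 88.2% of the pools of sham replicate 4 (Fisher's exact p 0.131). The Hrh3 level of sham replicate 4 at the 25% limit was -3.91 against -3.40 to -3.32, and a permutation of the sham pools gave a mean as far below the rest with a one-sided p of 0.204.

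Cckar was detected at the 25% limit in 9.09% of the pools of sham replicate 2, 1 of 11, against 27 of 35 in the other sham animals. Counting error argues against chance for this animal once chosen (Fisher's exact p 9.42e-05, unadjusted for the choice of animal and gene). Low yield of its pools is also disfavoured: of 64 genes with a share within 15 percentage points of Cckar's in the other sham animals, 0 (0%) fell as far, and their median drop was 13 points against 68.1 for Cckar. A failed assay on part of a chip stays open, since chips are not given.

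The Th level among samples with Fos in sham replicate 3 was 3.77 at the 25% limit, against 0.703 to 1.18 in the other sham animals. A permutation of the sham samples gave a one-sided p of 0.00149. It cannot decide on sampling of few samples, because the animal was picked from 64 groups for being high and p is unadjusted for that choice. Whether centring contributes cannot be told apart: in raw Ct this animal was also the lowest, at 9.55 cycles against 11 to 11.4, but with a gap over range of 0.798, under the limit for 4 animals. This animal contributes to the mean of the surgery group; without it the level difference at the 50% limit was 2.16 cycles.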

How the results depend on the processing

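The 25% limit, single neurons or samples as the unit at that limit, reading a Ct above 20 as not detected and leaving out second runs were chosen after the data had been seen; the other alternatives were set before the data were examined. Single neurons alone at the 50% limit, and Th without naive replicate 3, gave no value.

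The count of 0 genes by share kept for sham against naive and RIPC against sham under each alternative run. For RIPC against naive 1 gene, Cacna1g, was called without the gene filter (limma's adjusted p 0.0274), with the plain share (0.0185) and with late values read as not detected (0.0475); over its other alternatives the adjusted p ran up to 0.994. By level, 1 gene (Nmbr) was called in each RIPC contrast without the gene filter, which lets in genes measured in fewer animals. The methods' t-test over samples, which takes samples as independent, called 13, 19 and 10 of 139, 133 and 136 genes without adjustment. At the 25% limit it called 15, 16 and 14 of 141, 137 and 142. After adjustment it called 1 gene (Chrm3) for RIPC against naive at each limit. Leaving out 1 animal at a time gave 0 to 2 genes by level in each RIPC contrast. The 2 came without RIPC replicate 2, with 1 RIPC animal left that is assumed to vary like the others.

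With animal number as a block the counts were 0 in all 3 contrasts for share and for level. Between same-numbered animals of different groups r ran from -0.485 to 0.473 (mean 0.00317, other pairs -0.00132) at the 50% limit and from -0.322 to 0.436 (mean 0.0793, other pairs -0.0304) at the 25% limit. The labels name no pairing and r takes both signs, so the block is a check only.

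Weights by number of samples called 2 genes by share between sides. For clusters against animals the permutation p was 0.0106 with Ward linkage and 0.0105 at the 25% limit, against 0.0707. Th in samples with Fos differed by 2.85 cycles (permutation p 0.00758) with samples as the unit, and by 30.2 percentage points at the 25% limit (exact permutation p 0.0278). Without 1 animal at a time the Th level difference ran from 2.16 to 2.96 cycles and the share difference from 20.2 to 25.8 percentage points. The cause of these changes was not tested.

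Between the 50% and the 25% limit, 15 of 38 differences in share and 2 of 45 differences in level of named genes turned, over all 3 contrasts. None of the values below had an adjusted p under 0.05 over all genes tested, and Npr3 level passed at the 25% limit adjusted over the list alone (0.0146 from sham and 0.0414 from naive). Shares are plain shares in percentage points and levels in cycles, RIPC minus the other group. The difference from naive at the 25% limit was -0.101 for Npr2, -2.25 for Fstl1 and -7.22 for Gabra2, and from sham -8.94 for Npr2, -13.3 for Fstl1 and -7.24 for Chrna4. RIPC replicate 1 had 25% for Gabra2 and 12.5% for the others there. The other RIPC animals had 75% to 100% for Gabra2, Npr2 and Fstl1, so those negative differences rest on RIPC replicate 1. For Chrna4 they had 37.5% and 100%, and RIPC replicate 2 also lay below every sham animal. Among listed genes in contrasts compared between the 2 limits alone, the Th share went from 8.93 to -22.1 against sham and the Npr3 share from 30.7 to -0.177 against naive, and sham minus naive went from -21.1 to 5.09 for Hrh1 and from -0.779 to 11 for Fstl1. The Th share at the 25% limit was 12.5%, 75% and 100% in RIPC replicates 1, 2 and 3, against a sham mean of 84.6%. The turn of the Th share thus rests on RIPC replicate 1. For the shares that rest on this animal, few detected assays per pool and treatment cannot be told apart. With samples as the unit at the 25% limit, the differences for Npr2, Fstl1 and Gabra2 from naive and for Npr2, Fstl1 and Chrna4 from sham were -11.1, -25.0 and -20.8 from naive and -20.5, -28.3 and -25.4 from sham. With single neurons and pools together at that limit they were -17.1, -6.32 and -1.08 from naive and -21.8, -27.4 and -14.2 from sham, and Th level was -0.601 from naive. In single neurons alone at that limit, Npr2 was -31.7 from naive and -15.8 from sham, Fstl1 -14.2 from sham, Hrh1 -5.93 from naive and -6.43 from sham, Adra1a 0.151 from naive and 12.5 from sham, and by level Th -2.40 from naive and Agt 0.222 from sham. Without the sample filter, Gabra2 was -15.9 and Fstl1 -7.83 from naive, and Chrna4 -17.1, Fstl1 -22.4 and Npr2 -8.89 from sham. With samples as the unit at the 50% limit Chrna4 was -1.91 from sham. With single neurons and pools together at the 50% limit, Hrh1 was -6.21 from naive and Npr3 level -0.934 from naive and -0.139 from sham. Npr3 level from naive was -0.887 without the gene filter and -0.518 with late values out. Leaving out 1 animal at a time, the Hrh3 difference from sham ran from -21.4, without RIPC replicate 1, to 3.57, without RIPC replicate 3. The cause was not tested.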

Other observations

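The tests of late values and of second runs as other samples, and the counts of other splits, were chosen after the results had been seen; the remaining tests were set before they were run.

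Other splits of the animals say nothing about chance here. With 0 genes past the threshold, any split gives at least as many, so the counts were fixed beforehand: 35 of 35 splits for sham and naive animals and for RIPC and sham animals, 10 of 10 for RIPC and naive animals and 64 of 64 choices of sign between left and right, by share and by level.

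The differences from naive went together in sham and RIPC: Pearson's r across 97 genes was 0.663. Unchanged groups simulated against shared naive animals gave a median of 0.537 and a central range of 0.363 to 0.692, so the shared animals may account for the relation.

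Second runs of the same single neurons may not all be runs of the same material. With each gene's median removed, r between runs was 0.736 and 0.504 in 2 pairs, and 1.42% and 0.469% of the other columns were closer to the first run. In the other 3 of the 5 pairs r was -0.19, -0.0277 and -0.374, and 71.2%, 53.7% and 85.6% of the other columns were closer than the second run. A run of another cell and a failed or noisy run cannot be told apart here, since no other sample was run again. Few template molecules per assay was the alternative tested: the prediction was a larger difference for genes of higher Ct in at least 4 pairs, and it was larger in 3, which goes against the prediction as set. In the pairs that went the other way the SD was 3.99 cycles for genes of lower Ct against 3.94, and 1.39 against 0.688 in the pair with 16 shared assays. The choice to leave the explanation open, not excluded, was made after this result was seen. Leaving out second runs changed no call between sides.

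Hrh1 and Npr3 were among the genes with the latest values. Of 139 genes with at least 20 values, Hrh1 ranked 1 and Npr3 ranked 4 by the share of values with a Ct above 20 (69.1% and 47.7%). Amplification without template in samples with little RNA would make late values rarer where more assays are detected. The test took late values of all assays as a share of the assays without an earlier value, within animal and sample type, over 213 samples. This share rose with the number of earlier values if anything (Pearson's r 0.143, permutation p 0.0551, and Spearman's rho 0.161, permutation p 0.0257). Without the 2 samples farthest from the median r was 0.117. The test cannot decide on the explanation. Its denominator falls as earlier values rise, which alone pushes r upwards, and it does not look at Hrh1 and Npr3 by themselves.

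Pools of RIPC replicate 1 had few assays detected, 52.2 on average, and 8.33% of them reached the 50% limit. Fewer cells per pool is disfavoured as the cause: they held 4.17 cells on average, against 3.88 and 3.67 in the other RIPC animals. RNA quality and reaction failure were not tested.

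Gfap, a gene typical of astrocytes, had a value in 74.1% of the 54 single neurons of naive replicate 3 at the 25% limit (Wilson 95% interval 61.1% to 83.9%). Its source was not tested.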
